A study of Homo sapiens with 60 samples. Its data were reported in "Palbociclib releases the latent differentiation capacity of neuroblastoma cells" (2023).

How the data were processed

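H3K27ac was mapped by ChIP-seq in 3 human neuroblastoma cell lines with and without PB, with 5 libraries in each of 6 groups, taken from the labels of the samples. A further 30 input libraries were listed and were not used here. Per the methods of the study, the authors trimmed paired-end reads, aligned them to hg19 with bowtie2 (v2.4.1) and called broad peaks in each library, not on pooled libraries, with MACS2 (v2.2.7.1) against input. In the peak lists deposited by the authors, the fold enrichment of a peak is the ratio of the library to its input as MACS2 gave it. The −log10 p and −log10 q of each peak were also computed by MACS2 and deposited by the authors. The score deposited by the authors in the same lists is the −log10 q of the peak on a whole-number scale. These per-peak values are the authors' and were used only to describe or filter peaks within a list.

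The authors compared PB with control in each line with DiffBind (v3.4), at consensus sites with a peak in at least 3 of 5 libraries of a condition, without centring on summits and with input as reference. The concentrations in the deposited tables are log2 values of the authors' normalised mean read counts per condition, and the log2 fold is the change fitted by DiffBind. The scaling behind the normalised values is not given in the sources used here, nor are lists of excluded regions for these data. The p-value and the false discovery rate of each site are those of the authors' DiffBind fit, as deposited. The tables hold means over libraries, so no spread between replicates could be computed from them. All 49575, 55842 and 53336 sites of the tables overlapped peaks in at least 3 of 5 libraries of a condition. Read totals are not given in the files used, so depth is unknown, and it could change how many peaks a library has. A consensus that asks for peaks in either condition keeps sites that were called in one condition only, and peaks that were called separately can differ in presence while differing little in signal.

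All further steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and networkx 3.6.1, and plots were drawn with matplotlib 3.10.9. Gene positions came from GENCODE release 44 mapped to GRCh37, the same build as hg19. No coordinate in the files lay beyond the end of its chromosome in that build. Coordinates are given 1-based. The tests of the main comparisons, their thresholds, the gene lists and the rule for named genes were chosen before the data were examined, as were 44 alternatives. The rank correlations with GC content, the check of total peak numbers by replicate number and several tests of technical explanations were chosen later. A further 7 alternatives were added after the data were seen. They are subtraction of the median log2 fold of 50 GC bins, matching on GC content, the use of all annotated genes, and the same checks on named sites.

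Peak number and covered length were compared per line by exact two-sided permutation of the condition labels, with Benjamini-Hochberg adjustment over 6 tests. Similarity was the Jaccard index of covered bases, tested one-sided by exact permutation. A library had a peak at a site if they overlapped by at least 1 bp. Sites with peaks in all 5 libraries of one condition and in none of the other were counted, also for 100 splits of the libraries. Sites were called increased or decreased at an adjusted p under 0.05 and a log2 fold above 0.5 or below −0.5, and unchanged at an adjusted p above 0.5. Sites of the 3 lines that overlapped by at least 1 bp were merged into regions. Sharing, correlation and promoter shares were tested against 1000 circular shifts of the calls or folds along the genome. Sites within 3 kb of a TSS counted as promoter sites, with 95% Wilson intervals. The intervals cover counting error only.

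Stitched clusters were modelled on the super-enhancer rule of the study but departed from it. The study assigned super-enhancers with 1 signal threshold for all lines and conditions, whereas here the tangent point of each line was used. The study left out sequence within 2.5 kb of a TSS, whereas here all sites were kept and that exclusion was run as an alternative. The signal of a cluster was the sum of its sites' concentrations on the linear scale, top clusters were those above the tangent point of the ranked signal, and a log2 ratio of PB to control above 0.15 or below −0.15 counted as a change. Gene lists held 14 adrenergic and 4 retino-sympathetic CRC genes, 49 synapse and axon genes, 37 cell-cycle genes and 38 genes of other developmental lineages. Sites went to the nearest protein-coding TSS within 100 kb, and list medians were set against 10000 random lists matched on the number of sites. The topics of the lists followed the study's own reading of these libraries, so their tests are not independent evidence. STMN2, STMN4 and TUBB3 are also in the synapse and axon list, and MKI67, E2F2 and E2F8 in the cell-cycle list.

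The named sites were the 3 increased and 3 decreased regions called in all 3 lines with the largest value of their smallest absolute log2 fold, and per line the increased and the decreased site of largest absolute log2 fold with peaks in at least 4 of 5 libraries of the higher condition. The named genes were the CRC genes with STMN2, STMN4, TUBB3, MKI67, E2F2 and E2F8, each by its called sites and its site of smallest adjusted p. A summary is given for some of the CRC genes, and that selection among them was made after their values were seen. The result of 1 gene that the rule names is not reported here. Alternatives covered stricter peaks, medians, each library left out, a replicate block, other overlaps and thresholds, centring, matching on concentration or GC content, other stitching and gene assignment rules.

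The procedures were tested on simulated data. For peak number, 4.2% of 500 simulated sets of 10 libraries without a difference gave p under 0.05, and a shift of 3 SD was recovered in 97.2%. All 200 separated sites planted among 50000 held the pattern, which the planting fixed, so this value does not test the counting. Unrelated fold correlations passed in 6% of 200 pairs over 3000 regions, and a planted r of 0.707 came out as 0.701 over 20000 regions. Unrelated sharing passed in 5% of 40 sets of 20000 regions. Matching lowered a promoter difference made by the bins alone from 9.09 to 0.485 points over 40000 sites. GC-bin centring moved a rank correlation of −0.552 to 0.000177 over 40000 sites. It left 100% of 200 planted sites past the fold threshold of 0.5. The planted shift was 2, so this does not test changes near the threshold. Gene lists without a shift passed in 6.5% of 200 lists drawn from 12000 genes, and a planted shift of 0.4 gave a median of 0.395.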

Results

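The data described the H3K27ac landscape of 3 neuroblastoma cell lines before and after treatment with palbociclib (PB), an inhibitor of the cyclin-dependent kinases CDK4 and CDK6 that holds cells in the G1 phase. H3K27ac is an acetylation of histone H3 found at active promoters and enhancers, and it was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq). SK-N-BE(2)C cells received 1 µM PB for 7 days. IMR-32 and SH-SY5Y cells received 1 µM PB for 5 days. SK-N-BE(2)C and IMR-32 carry amplified copies of the MYCN gene, whereas SH-SY5Y does not. Each line had 5 control and 5 PB libraries, giving 30 H3K27ac libraries in 6 groups. The peak list of every library was used, together with 1 table per line in which the authors had compared PB with control at consensus sites. The lists and tables carry no read totals, so the sequencing depth of each library is unknown, and the precision of each comparison was set by the number of libraries. The libraries held between 51028 and 75491 broad peaks, 1937458 in all, which covered between 125 and 216 Mb of the genome. The Jaccard index (shared over combined covered bases) of any 2 libraries of a line lay between 0.448 and 0.736, so none of the 135 pairs was a copy of another.

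The extent of the acetylated genome was compared first, to ask whether PB changed how much of it was called as peaks. In IMR-32 the peak number was 60508 ± 1071 in control and 67857 ± 2116 in PB libraries (mean ± SD, n = 5 each), a rise of 12.1% that was larger than the spread between replicates by an exact two-sided permutation test (p = 0.00794, the smallest value that 5 against 5 libraries can give; 0.0238 after Benjamini-Hochberg adjustment over 6 tests). All 5 PB libraries of IMR-32 held more peaks than any control library of the line. Among the alternatives, keeping only peaks with a −log10 q-value of 3 or more moved this difference most, from 7349 to 5409 peaks. In SH-SY5Y the mean peak number was 61038 ± 4760 in control and 65787 ± 3675 in PB libraries (n = 5 each). That difference of 4748 peaks was within the spread between replicates (exact two-sided permutation p = 0.127, adjusted 0.190), but it passed the test with peaks of −log10 q of 3 or more (5349 peaks, exact permutation p = 0.00794). Leaving out SH-SY5Y control replicate 3 also brought it under the threshold, with 6222 peaks and an exact permutation p of 0.0476. SK-N-BE(2)C control and PB libraries had 65656 ± 5650 and 66645 ± 9197 peaks (n = 5 each), a difference of 989 that was not detectable (exact two-sided permutation p = 0.849, adjusted 0.881) and that changed sign when any of control replicates 1 or 2 or PB replicate 5 was left out, with a range of −1222 to 4894 over the libraries left out in turn.

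The covered length followed the same order. It rose from 153 ± 2.80 to 177 ± 9.12 Mb in IMR-32 (n = 5 each, exact two-sided permutation p = 0.00794, adjusted 0.0238). Medians in place of means moved this difference most, from 23.4 to 16.9 Mb. In SH-SY5Y it rose from 170 ± 14.6 to 192 ± 8.61 Mb (n = 5 each, exact two-sided permutation p = 0.0238, adjusted 0.0476). The change in SK-N-BE(2)C, from 199 ± 16.8 to 193 ± 37.9 Mb, was within the spread between replicates (n = 5 each, exact two-sided permutation p = 0.881, adjusted 0.881). It rested on PB replicate 1, which covered 125 Mb while the other 4 PB libraries covered 209 to 212 Mb. Without that library the difference changed from −5.91 to 11.05 Mb. The change per line was also compared between lines, after the mean of each line was subtracted, by permuting the line labels within each condition. None of the 6 differences passed the threshold (permutation p from 0.106 to 0.880), so the lines were not shown to differ in this respect.

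**Figure D1:**
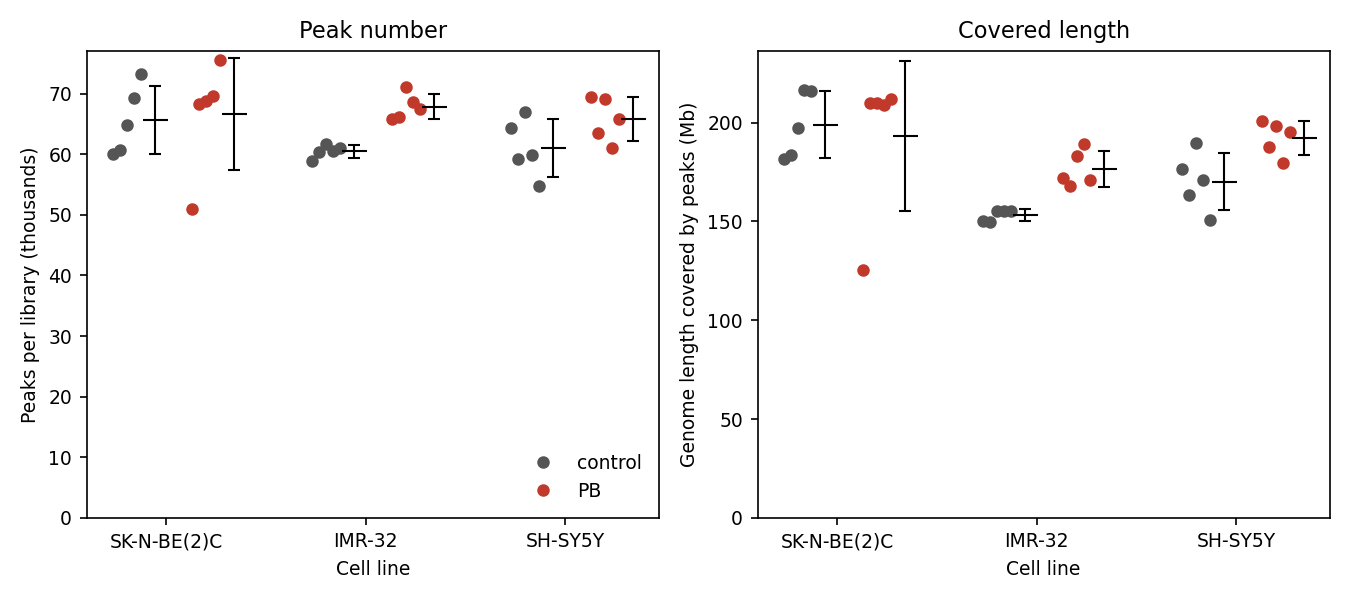
Peak number in units of 1000 (left) and genome length covered by peaks in Mb (right) of each library, by cell line, with control libraries in grey and PB libraries in red. Each point is 1 library and the black bars are the mean and SD of 5 libraries, with the 5 PB libraries of IMR-32 above all its control libraries and PB replicate 1 of SK-N-BE(2)C alone at 125 Mb.

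Whether the libraries of one condition shared more of their called genome than libraries of different conditions was then tested, since this does not depend on the extent alone. In SK-N-BE(2)C the mean Jaccard index was 0.629 over the 20 pairs within a condition and 0.564 over the 25 pairs between conditions. The difference of 0.0649 was not reached by any other assignment of the labels, apart from the exchange of the conditions (exact one-sided permutation p = 0.00794). Leaving out PB replicate 1 moved it most, to 0.0727, and using only peaks with a −log10 q of 3 or more gave 0.0726. In IMR-32 the indices were 0.671 within and 0.546 between conditions, and in SH-SY5Y they were 0.687 and 0.626. Both of these differences, 0.125 and 0.0609, gave the same exact one-sided permutation p of 0.00794, which stayed at 0.00794 after adjustment over the 3 lines. In IMR-32 the lowest index within a condition (0.658) lay above the highest between conditions (0.562). In the other lines the ranges overlapped.

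At the level of single sites, a consensus site with a peak in all 5 libraries of one condition and in none of the other reached the smallest exact permutation p that the design allows (0.00794). There were 765 such sites among 49575 in SK-N-BE(2)C, 556 with peaks in PB only and 209 with peaks in control only. IMR-32 had 3425 such sites among 55842, of which 2451 were in PB only and 974 in control only. SH-SY5Y had 1087 among 53336, with 927 in PB only and 160 in control only. Asking for at least 4 of 5 libraries against at most 1 of 5 moved these counts most, for example to 2904 PB-only sites in SK-N-BE(2)C. A single library decided several of them. Without PB replicate 1 the PB-only sites of SK-N-BE(2)C rose to 1218. The control-only sites of that line rose to 332 without control replicate 1 and to 334 without PB replicate 5. The control-only sites of SH-SY5Y rose to 258 without control replicate 5 and to 249 without PB replicate 1.

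The size of the change per site was taken from the authors' deposited table of each line, with the thresholds of the study (adjusted p under 0.05 and a log2 fold above 0.5 or below −0.5). In the authors' deposited table for SK-N-BE(2)C, 9564 sites (19.3%) were increased and 7027 (14.2%) were decreased by PB. For IMR-32 the authors' deposited table gave 16787 increased (30.1%) and 12012 decreased (21.5%) sites. For SH-SY5Y the authors' deposited table gave 11425 increased (21.4%) and 5592 decreased (10.5%) sites. Sites with an adjusted p above 0.5, called unchanged here, numbered 10392 in SK-N-BE(2)C, 9780 in SH-SY5Y and 5053 in IMR-32 in the authors' deposited table of each line. Raising the fold threshold to 1 moved the counts most in SK-N-BE(2)C, to 2742 increased and 1145 decreased sites. The median log2 fold over all sites was −0.01 in SK-N-BE(2)C, 0.17 in IMR-32 and 0.09 in SH-SY5Y by the authors' deposited table. The balance of the calls depended on this level. Increased sites made up 58.3% of the calls in IMR-32 as deposited and 47.2% once the median of all sites was subtracted, and they made up 67.1% and 57.7% in SH-SY5Y, where subtracting GC-bin medians gave 55.3%. The share in SK-N-BE(2)C was 57.6% and 58.5%. The peak lists were compared with these calls, but they came from the same libraries and defined the sites, so this is not independent evidence. Of the sites increased in the authors' deposited table of SK-N-BE(2)C, 65.0% had peaks in more PB than control libraries and 0.345% in fewer, and in the other lines at most 0.0298% had fewer. In each line over 95% of the completely separated sites were among the calls, with a lowest share of 96.0% for the PB-only sites of SH-SY5Y.

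The log2 fold also varied with the base composition of the sites, which bears on each of the comparisons that follow. Across the sites of the authors' deposited table, which are not independent replicates, the rank correlation of log2 fold with GC content was −0.427 in SK-N-BE(2)C, −0.155 in SH-SY5Y and 0.102 in IMR-32. In the 10% of the SK-N-BE(2)C sites with the lowest GC content the median log2 fold in the authors' deposited table was 0.42, and in the 10% with the highest it was −0.24. After the median of each of 50 GC bins was subtracted, 67.3% of the increased and 70.2% of the decreased sites of SK-N-BE(2)C still passed the thresholds in the same direction.

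**Figure D2:**
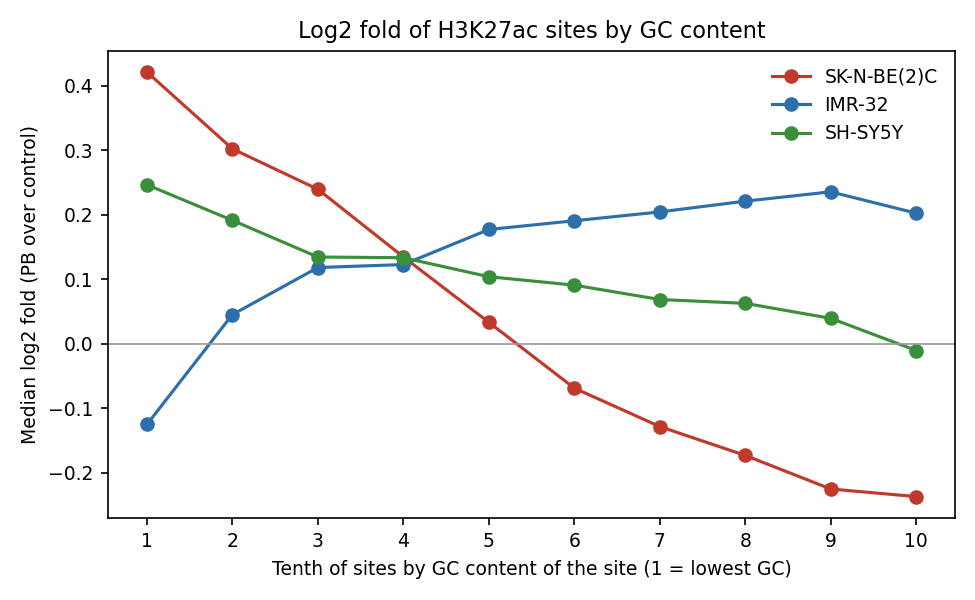
Median log2 fold (PB over control) in the authors' deposited tables for each 10% of the sites ordered by GC content, one line per cell line. In SK-N-BE(2)C the median falls from 0.42 to −0.24, in SH-SY5Y from 0.25 to −0.01, and in IMR-32 it runs from −0.13 to 0.20.

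The study asked which changes the lines had in common. The sites of the 3 tables merged into 85201 regions, of which 41322 were tested in at least 2 lines. Increased in at least 2 lines were 5373 regions, against a median of 3493 after circular shifts of the calls along the genome (two-sided circular permutation p = 0.002, the smallest that 1000 shifts can give). With an adjusted p under 0.01 and a log2 fold beyond 1 this count fell to 986, the largest move among the alternatives. Decreased in at least 2 lines were 2371 regions, against 1298 after shifts. Subtracting the median of all sites changed the increased and decreased counts to 4398 and 3020, and subtracting GC-bin medians to 3705 and 2798. Unchanged in at least 2 lines were 2873 regions, against 2673. All 3 lines shared 748 increased and 217 decreased regions, where shifts gave 143 and 27. Regions increased in one line and decreased in another were fewer than after shifts, with 2672 against 4077. Each of these 6 counts lay outside the range of all 1000 shifts.

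**Figure D3:**
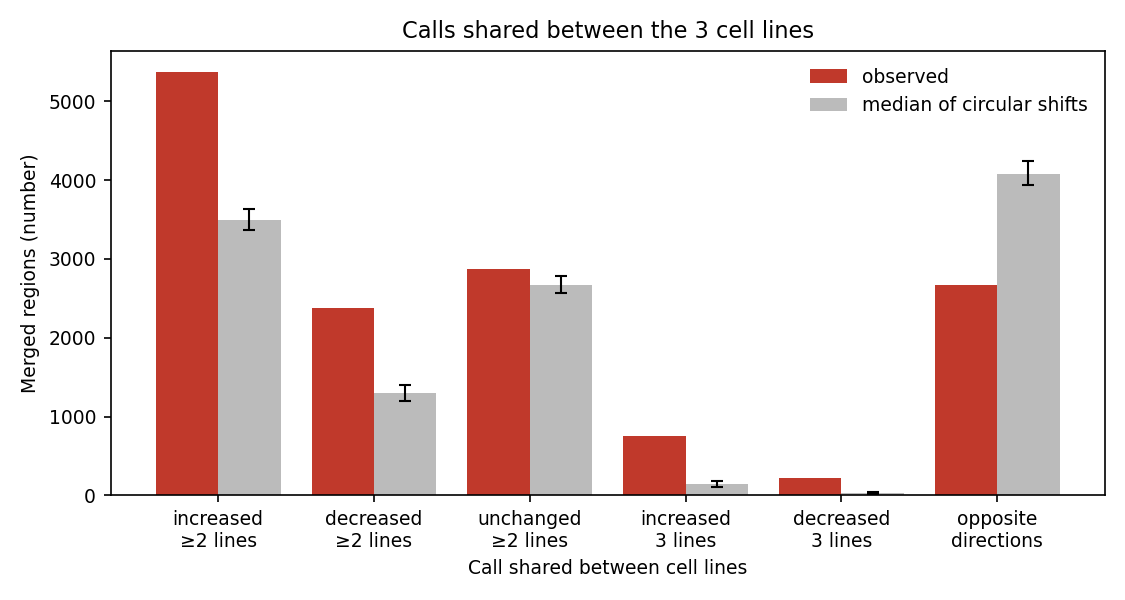
Number of merged regions with a call shared between cell lines (red) beside the median of 1000 circular shifts of the calls (grey, with bars from the lowest to the highest shift). Regions increased in at least 2 lines number 5373 against 3493, and regions with opposite calls 2672 against 4077.

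Without a threshold, the log2 folds of the lines were correlated across the regions tested in both, which are not independent replicates. Pearson's r was 0.487 between SK-N-BE(2)C and SH-SY5Y (31493 regions, Spearman's rho 0.481). It was 0.261 between IMR-32 and SH-SY5Y (26673 regions, rho 0.263) and 0.193 between SK-N-BE(2)C and IMR-32 (24652 regions, rho 0.196). None of 1000 circular shifts gave an r beyond 0.0326 in size (two-sided permutation p = 0.001 for each r and rho, the smallest that the shifts can give, and the same after adjustment over the 3 pairs). The alternative that moved the first of these most was subtraction of the GC-bin medians, which gave 0.444. Of the regions called in both lines, 89.5% had the same direction in SK-N-BE(2)C and SH-SY5Y, 72.3% in IMR-32 and SH-SY5Y, and 66.2% in SK-N-BE(2)C and IMR-32. Over all regions tested in both lines, called or not, the shares with the same sign were 64.0%, 62.4% and 50.9% in the same order.

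The position of the changed sites relative to promoters was compared next. In SK-N-BE(2)C, 28.2% of the increased sites lay within 3 kb of an annotated transcription start site (TSS; 95% Wilson interval 27.3% to 29.1%), as did 46.8% of the decreased (45.7% to 48.01%) and 54.0% of the unchanged sites (53.0% to 55.0%). In IMR-32 the shares were 34.0% of increased (33.3% to 34.8%), 28.8% of decreased (28.0% to 29.6%) and 45.1% of unchanged sites (43.8% to 46.5%). In SH-SY5Y they were 28.5% (27.7% to 29.3%), 34.9% (33.7% to 36.2%) and 53.2% (52.2% to 54.2%). The intervals cover counting error only. Increased sites were less often at promoters than unchanged sites by −25.8 percentage points in SK-N-BE(2)C, −11.1 in IMR-32 and −24.7 in SH-SY5Y. For decreased sites the differences were −7.17, −16.4 and −18.3 points. Each of the 6 differences was beyond all circular shifts (two-sided permutation p = 0.001, the smallest they can give, and the same after adjustment). Comparing sites of like GC content moved the first of them most, to −10.1 points. Comparing sites of like mean concentration left the decreased sites of SK-N-BE(2)C only −1.85 points from the unchanged sites, within the range of the shifts (two-sided permutation p = 0.149), while comparing sites of like GC content moved that difference to −15.8 points (two-sided permutation p = 0.001).

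**Figure D4:**
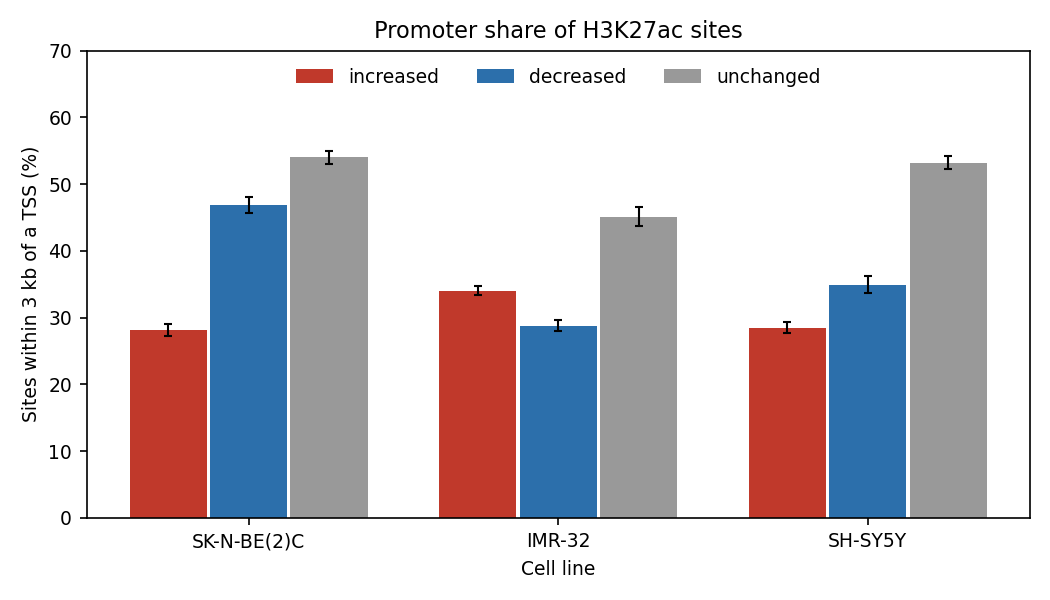
Share of increased, decreased and unchanged sites within 3 kb of a TSS in each cell line, in percent, with 95% Wilson intervals as bars. The unchanged sites have the highest share in every line, from 45.1% in IMR-32 to 54.0% in SK-N-BE(2)C.

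Neighbouring sites were stitched into clusters at the distance used by the study to define super-enhancers, and the clusters above the tangent point of the ranked signal were kept. These values come from the authors' means per site and have no replicate check. In SK-N-BE(2)C, 1231 of 27485 clusters were kept, of which 304 had a log2 ratio of PB to control above 0.15, 587 had one below −0.15 and 340 lay between. The alternative that moved the number of increased clusters most was a log2 ratio of 0.3, which left 181. IMR-32 had 407 increased, 411 decreased and 269 sustained clusters among 1087. SH-SY5Y had 567 increased, 182 decreased and 509 sustained clusters among 1258. With the ratios centred on the median of all clusters the split in IMR-32 moved to 264 increased and 574 decreased, and that in SH-SY5Y to 379 and 316. Leaving out sites within 2.5 kb of a TSS reduced the decreased clusters of SK-N-BE(2)C to 247, beside 305 increased.

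Genes were then examined through 5 lists. A site was assigned to the protein-coding gene with the nearest TSS within 100 kb, and the median over a list of the mean log2 fold per gene was compared with 10000 random lists of genes with similar numbers of sites, two-sided, with adjustment over 15 tests. The cell-cycle list (37 genes) had a median log2 fold of −0.46 in SK-N-BE(2)C, against −0.09 for random lists (permutation p = 0.0002, the smallest these lists can give; adjusted 0.001). Taking only TSSs within 10 kb moved this result most, from an excess over random lists of −0.37 to −0.42. In SH-SY5Y the cell-cycle median was −0.20 against 0.08 (permutation p = 0.0002, adjusted 0.001). In IMR-32 it was 0.10 against 0.23, was not beyond the random lists (permutation p = 0.0990, adjusted 0.165), and became −0.06 when the median of all sites was subtracted, which moved the random lists alike, to 0.07, and left the excess at −0.13. Genes with a mean above 0 numbered 6 of 35 with sites in SK-N-BE(2)C, 8 of 34 in SH-SY5Y and 21 of 33 in IMR-32. The synapse and axon list (49 genes) had medians of 0.22 in SK-N-BE(2)C, 0.32 in SH-SY5Y and 0.21 in IMR-32, against 0.01, 0.11 and 0.17 for random lists. The permutation p was 0.0036 (adjusted 0.0108), 0.0004 (adjusted 0.0015) and 0.616 (adjusted 0.7105). The SK-N-BE(2)C result no longer passed after the GC-bin medians were subtracted (excess over random lists 0.08, adjusted permutation p = 0.238). A list of 38 genes of other developmental lineages had medians of −0.21 in SK-N-BE(2)C, −0.30 in SH-SY5Y and −0.13 in IMR-32, against −0.03, 0.10 and 0.19 for random lists (permutation p = 0.0208, 0.0002 and 0.0062, adjusted 0.0446, 0.001 and 0.0155). With only the site of highest concentration per gene, the synapse and axon result of SH-SY5Y (excess 0.08) and the other-lineage results of SK-N-BE(2)C (−0.11) and SH-SY5Y (−0.07) no longer passed (adjusted permutation p = 0.178, 0.202 and 0.245), nor did the other-lineage result of IMR-32 with all annotated genes (−0.27, adjusted permutation p = 0.111). Differences between the lines in these medians were not tested.

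**Figure D5:**
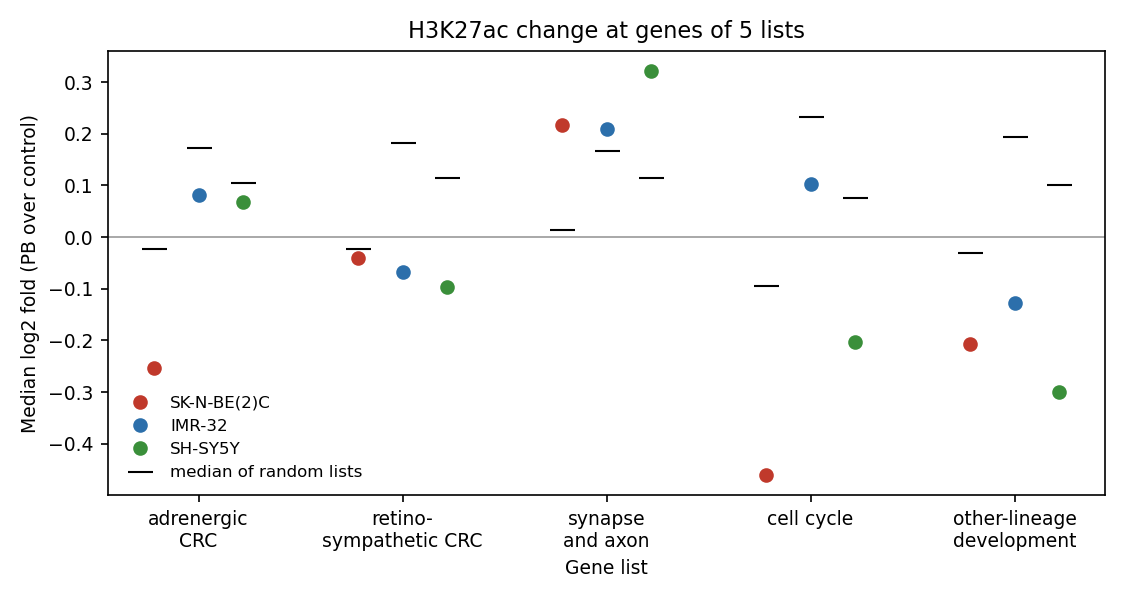
Median log2 fold (PB over control) of the genes of 5 lists in each cell line (coloured points), each beside the median of 10000 random lists of genes with similar numbers of sites (black bars). The cell-cycle points of SK-N-BE(2)C (−0.46) and SH-SY5Y (−0.20) lie below their bars, and the synapse and axon points of these lines (0.22 and 0.32) lie above theirs.

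The remaining lists hold transcription factors of core regulatory circuitries (CRC). The adrenergic list holds those of the adrenergic state of neuroblastoma cells, and the retino-sympathetic list holds those that the study linked to differentiation. The 14 adrenergic CRC genes had medians of −0.25 in SK-N-BE(2)C, 0.08 in IMR-32 and 0.07 in SH-SY5Y, none beyond random lists (permutation p = 0.0762, 0.612 and 0.722, adjusted 0.143, 0.7105 and 0.774). The latter medians became −0.08 and −0.02 when the median of all sites was subtracted, which left their excess over random lists unchanged at −0.09 and −0.04, and in IMR-32 the mean over the list was −0.11 while the median was 0.08. Among their sites in the authors' deposited table, 8 of 51 were increased and 5 decreased in SK-N-BE(2)C, 9 and 13 of 49 in IMR-32, and 9 and 8 of 62 in SH-SY5Y. The counts adjusted over the list alone were the same. The 4 retino-sympathetic CRC genes had medians of −0.04 in SK-N-BE(2)C, −0.10 in SH-SY5Y and −0.07 in IMR-32 (permutation p = 0.933, 0.155 and 0.393, adjusted 0.933, 0.232 and 0.536). Their sites called, also adjusted over the list alone, were 2 increased and 2 decreased of 19, 2 and 8 of 38, and 2 and 6 of 28 in the same order of lines.

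Of the adrenergic CRC genes with sites, 3 of 13 had an increased and 4 a decreased site in SK-N-BE(2)C, 4 and 7 of 11 in IMR-32, and 5 and 5 of 12 in SH-SY5Y. Some genes moved in different directions in different lines and others did not, and the examples were picked from the lists after their values were seen. The assigned site with the smallest adjusted p in the authors' deposited table is given for each. ISL1 had increased and no decreased sites in every line by the authors' deposited table. They numbered 1 of 4 in SK-N-BE(2)C, 1 of 3 in SH-SY5Y and 2 of 3 in IMR-32. The leading ISL1 sites were at 1.51, 0.66 and 0.55 in that order of lines in the authors' deposited table. They lay at different loci, 69472 bp from the TSS in SK-N-BE(2)C, 98069 bp from it in SH-SY5Y and over it in IMR-32. The mean over the ISL1 sites was 0.07, 0.26 and 0.28 in the same order, and the lowest site of SK-N-BE(2)C was at −0.49. By the authors' deposited table, HAND1 had 3 of 5 sites decreased in IMR-32 and 3 of 4 increased in SH-SY5Y. None of its 3 sites was called in SK-N-BE(2)C. Its leading sites were at −0.87 in IMR-32, 0.78 in SH-SY5Y and −0.49 in SK-N-BE(2)C in the authors' deposited table. LMO1 had 5 of 9 sites increased and 1 decreased in IMR-32. The leading one was at 1.25 in the authors' deposited table (chromosome 11, 8238823 to 8261574, hg19, intron of LMO1). In each of the other lines 1 of 7 LMO1 sites was decreased and none increased. Their leading sites were at −0.75 in SK-N-BE(2)C and −0.53 in SH-SY5Y in the authors' deposited table. The leading GATA2 site was intergenic and at the same locus of chromosome 3 in every line. Its log2 folds were −0.97 in SK-N-BE(2)C (128265379 to 128274503), −0.56 in SH-SY5Y (128265014 to 128270025) and 1.98 in IMR-32 (128265711 to 128268537) in the authors' deposited table. The signal there was low in IMR-32, with a control concentration of 4.34 and peaks in 1 of 5 control libraries. In SK-N-BE(2)C and SH-SY5Y the control concentrations were 9.04 and 8.63, with peaks in 5 of 5 control libraries. Of all GATA2 sites in the authors' deposited table, 1 of 3 was decreased in SK-N-BE(2)C and 2 of 4 in SH-SY5Y with none increased, while in IMR-32 1 of 5 was increased and 2 were decreased, with a mean of 0.08. RARB, a retino-sympathetic gene, had leading sites with log2 folds of −0.83 in SK-N-BE(2)C, −0.58 in SH-SY5Y and −1.30 in IMR-32 in the authors' deposited table, each centred in an intron of the gene. Of its sites in the authors' deposited table, 1 of 3 was decreased in SK-N-BE(2)C, whereas 2 of 18 were increased and 5 decreased in each of the other lines, with the highest log2 fold at 1.61 in SH-SY5Y and 0.91 in IMR-32. For MYCN the leading site lay over MYCNOS in SK-N-BE(2)C (chromosome 2, 16058802 to 16061814) and SH-SY5Y (16058112 to 16061857), with log2 folds of 1.18 and 0.83 in the authors' deposited table. The single site of IMR-32 was intergenic at −1.33 (16133695 to 16134701) in the authors' deposited table. It lay 50016 bp from the TSS and had a control concentration of 4.73, against 5.88 and 6.92 at the leading sites of SK-N-BE(2)C and SH-SY5Y. Of all MYCN sites in the authors' deposited table, 4 of 5 were increased and none decreased in SK-N-BE(2)C, but in SH-SY5Y 1 of 6 was increased and 1 decreased (−0.61), with a mean of −0.07. Over the MYCN gene itself only the authors' deposited table of SH-SY5Y holds a site, at −0.47, although all libraries of the other lines have peaks there. That site was named after its value was seen. No site was assigned to TBX2 in any line, which does not show a lack of H3K27ac there, since each site went to 1 gene only.

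The genes named in advance for neuronal differentiation and the cell cycle were STMN2, STMN4, TUBB3, MKI67, E2F2 and E2F8. The leading STMN4 site, at its TSS, rose in every line, with log2 folds of 2.89 in SK-N-BE(2)C (chromosome 8, 27114348 to 27120005), 2.24 in SH-SY5Y and 1.72 in IMR-32 (adjusted p = 1.06e-67, 1.4e-71 and 3.73e-44) in the authors' deposited table. Of its 9 sites in IMR-32, 5 were increased and 1 was decreased, at −2.72 in the authors' deposited table. STMN2 had leading sites within the gene at 0.62 in SK-N-BE(2)C, 0.81 in SH-SY5Y and 1.15 in IMR-32 in the authors' deposited table. It also had 1 decreased site in SH-SY5Y (−0.89) and 1 in IMR-32 (−0.81), beside 2 and 4 increased sites, in the authors' deposited table. For E2F8 the site at its TSS had a log2 fold of −1.61 in SK-N-BE(2)C (chromosome 11, 19260266 to 19263890) and −1.37 in SH-SY5Y (19259279 to 19264419) in the authors' deposited table, and the leading site of IMR-32 lay 48535 bp from the gene's TSS at −1.24. E2F8 also had 1 increased site of 3 in SH-SY5Y (0.83) and 1 of 3 in IMR-32 (0.95) in the authors' deposited table, and the mean over its sites in SH-SY5Y was −0.10. The MKI67 site at its TSS had a log2 fold of −0.94 in SK-N-BE(2)C and −1.01 in SH-SY5Y in the authors' deposited table, and 3 of 6 MKI67 sites were decreased in IMR-32. Of the 4 MKI67 sites of SK-N-BE(2)C 1 was increased, and the mean over them was 0.03. E2F2 was decreased in SK-N-BE(2)C (−0.77) and SH-SY5Y (−0.70) but not called in IMR-32 (−0.23, adjusted p = 0.134) by the authors' deposited table. TUBB3 had a single assigned site, in IMR-32, which was not called at a log2 fold of 0.35 in the authors' deposited table. Each site went to 1 gene only, so the other lines are not shown to lack H3K27ac at TUBB3.

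The regions with the largest change common to all 3 lines were named by a fixed rule. The largest shared increase lay in an intergenic part of chromosome 10 (119622798 to 119627588 in IMR-32), 147033 bp from the TSS of RAB11FIP2, with log2 folds of 2.63 in SK-N-BE(2)C, 2.17 in SH-SY5Y and 2.38 in IMR-32 in the authors' deposited table. Taking the difference of the mean concentrations moved the first of these most, to 3.16. No control library of any line had a peak there, while 3, 5 and 5 of 5 PB libraries did. An intergenic region of chromosome 9 (122910080 to 122916311 in SK-N-BE(2)C), 236244 bp from the TSS of CDK5RAP2, had log2 folds of 4.40, 2.21 and 2.05 in the same order in the authors' deposited table, and the first of these was the largest increase of SK-N-BE(2)C. The STMN4 site above ranked next. The shared decreases were an intergenic region of chromosome 8 (49291387 to 49295151 in SK-N-BE(2)C, −1.66, −1.42 and −1.28), a region of chromosome 7 within a non-coding gene (46970126 to 46974221, −1.18, −1.64 and −1.86) and a region at the TSS of PIEZO1 on chromosome 16 (88845357 to 88852401, −1.56, −1.28 and −1.15), again in that order of lines in the authors' deposited table.

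Apart from the increase on chromosome 9 in SK-N-BE(2)C, the largest changes of single lines were at other sites. In SK-N-BE(2)C the largest decrease in the authors' deposited table, −2.31, was at an exon of FOXF1 (chromosome 16, 86542438 to 86545840), with peaks in 5 of 5 control and 0 of 5 PB libraries. In IMR-32 an intronic DLGAP3 site (chromosome 1, 35333788 to 35338336) had the largest increase, 3.82, and an intergenic site 183455 bp from the TSS of MAP2K4 (chromosome 17, 12211071 to 12215864) the largest decrease, −3.75, in the authors' deposited table. In SH-SY5Y these were an intergenic site 44153 bp from the TSS of RPAP3 (chromosome 12, 48007306 to 48014473) at 3.09 and an intronic FGGY site (chromosome 1, 60134258 to 60137129) at −2.75 in the authors' deposited table. No value named here or in the paragraph before changed its direction with the difference of the mean concentrations, with the median of all sites subtracted or with the GC-bin medians subtracted, but these sites were picked for their size, so this says little about stability.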

Values the study reported

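The study reported 5,641 H3K27ac sites that increased, 2,561 that decreased and 2,830 that were sustained in at least 2 of the 3 cell lines. It called changes at an adjusted p-value of 0.05 and a log2 fold change of 0.5.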

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

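The tests of a wrong label for either library, of additional peaks alone for the control library and of GC content among sites of like concentration for the PB library were chosen only after the results were seen, as were the counts over other splits. Peak number, covered length and similarity were examined for single libraries far from the rest of their group. Of 18 tests (3 related measures in 6 groups of 5 libraries), 2 found such a library, and chance gives about 1 in 20.

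PB replicate 1 of SK-N-BE(2)C covered 125 Mb, while the other 4 PB libraries of the line covered 209 to 212 Mb. A wrong label is argued against by its similarity, which was higher with the other PB than with the control libraries by 0.0339. It had peaks at 556 of 1218 sites that the other 4 PB libraries had and no control had, but at 8 of 217 sites found in all controls and in no other PB library. Of its covered length, 97.8% lay inside the peaks of the other 4 PB libraries, against 88.6% to 93.4% for each of those. A library that covers less can reach a higher share through its length alone, so this share does not decide the cause. A candidate explanation is that fewer of its peaks passed the caller's threshold, through lower depth or enrichment. Which of these it was stays open because depth is unknown. A loss of reads at GC-poor sequence was not shown by either comparison of missed sites that follows. Such a loss stays open because the other libraries missed far fewer sites and the peaks of PB replicate 1 were richer in GC. The sites it missed among those found in the other 9 libraries differed in median GC content from the sites it had by −0.0178 points, inside the range of the other libraries (−7.94 to 4.56). Among sites of like concentration found in the other 4 PB libraries, its missed sites were lower in mean GC content by −2.08 points, also inside the range of the other PB libraries (−5.36 to 0.802), which missed far fewer sites. Its peaks were nevertheless richer in GC, at 48.9% against 47.4% to 47.98% in the other PB libraries, and no biological explanation within a group was tested.

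Control replicate 5 of SK-N-BE(2)C had a mean similarity of 0.606 to the other control libraries, which had 0.650 to 0.660. Its similarity was higher with the control than with the PB libraries by 0.0722, which argues against a wrong label. Additional peaks alone would not remove sites, but it lacked 2.54% of the sites found in the other 9 libraries, against 0.556% to 1.05% for the other controls. Peaks near the caller's threshold are argued against because the gap remained with peaks of −log10 q of 3 or more, at 0.807 of the range of the 5 libraries. The cause stays open, and no biological explanation within a group was tested.

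Chance as the source of the separated sites can be excluded in each line, since only 1 of 100 splits of the 10 libraries, the real one, gave as many. The real splits gave 765 sites in SK-N-BE(2)C, 1087 in SH-SY5Y and 3425 in IMR-32, and the highest of the other splits gave 300, 85 and 67. The highest other split of SK-N-BE(2)C exchanged control replicate 5 and PB replicate 1, the libraries described above.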

How the results depend on the processing

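The alternatives with GC-bin medians subtracted, with sites matched on GC content and with all annotated genes were chosen only after the data were seen. Over 55 results, 324 of 395 values under alternatives (82.0%) kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times of the reported count. Sites named for their size, the replicate block and settings that leave a value as it is are not counted, since they say little about stability. All 36 values for similarity and 15 for the correlations were kept. Except where stated, the cause of a change was not tested. Depth is unknown and its effect on peak numbers could not be measured.

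The difference in peak number of SK-N-BE(2)C ranged from −1222 to 4894 over the libraries left out in turn, and was negative without control replicate 1 (−405), control replicate 2 (−232) or PB replicate 5 (−1222). Its difference in covered length ranged from −10.6 to 11.05 Mb over the libraries left out in turn, and was positive without PB replicate 1 (11.05 Mb). With medians of all libraries it was also positive (12.6 Mb). In SH-SY5Y the difference in peak number passed the test with −log10 q of 3 or more (5349) and without control replicate 3 (6222), with a range of 3166 to 6222.

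The peaks at single sites did not settle whether replicate numbers pair the libraries. The correlations of deviations between same-numbered libraries were −0.00547 to 0.157 in SK-N-BE(2)C, −0.00532 to 0.0824 in SH-SY5Y and −0.0183 to 0.0189 in IMR-32. Their means were 0.0385, 0.0468 and −0.00421 in that order, against −0.00974, −0.0117 and 0.00105 for differently numbered libraries. The means were thus higher for same-numbered libraries in SK-N-BE(2)C and SH-SY5Y but not in IMR-32. The total peak numbers did follow the number. Over 15 pairs of same-numbered libraries, as deviations from group means, Pearson's r was 0.678 (permutation p = 0.0261, adjusted 0.0522 over 4 tests) and Spearman's rho 0.757 (permutation p = 0.0044, adjusted 0.0176), and r was 0.679 without the 2 pairs farthest from the median. For covered length they were 0.475 and 0.407 (permutation p = 0.139 and 0.125, adjusted 0.139 each). This was tested after the data were seen, and a factor shared by same-numbered libraries is not excluded. With the number as a replicate block, the differences of 7349 peaks and 23.4 Mb in IMR-32 and of 4748 peaks and 22.1 Mb in SH-SY5Y, where PB was higher in 5 of 5 pairs for both measures, had an exact sign-flip p of 0.063, the smallest that 5 pairs can give, so this test could not pass.

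Asking for peaks in at least 4 of 5 libraries against at most 1 gave more separated sites by construction, with 2904 in PB and 1345 in control in SK-N-BE(2)C, 6217 and 2668 in IMR-32, and 3513 and 949 in SH-SY5Y. Peaks covering at least 50% of the site gave 576 control-only sites in SK-N-BE(2)C and 1469 PB-only sites in SH-SY5Y. Peaks of −log10 q of 3 or more gave 122, 618 and 105 control-only sites in SK-N-BE(2)C, in IMR-32 and in SH-SY5Y. Over libraries left out, the PB-only sites of SK-N-BE(2)C ranged from 596 to 1218 (1218 without PB replicate 1) and its control-only sites from 217 to 334 (332 without control replicate 1, 334 without PB replicate 5). The control-only sites of SH-SY5Y ranged from 180 to 258 (258 without control replicate 5, 249 without PB replicate 1). Fewer libraries make the condition easier to meet.

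Stricter thresholds lowered the calls in the authors' deposited tables by construction. A log2 fold beyond 1 left 2742 increased and 1145 decreased sites in SK-N-BE(2)C, 7559 and 5282 in IMR-32, and 3166 and 1265 in SH-SY5Y. Concentrations above the median left 2961 and 3036, 6450 and 5185, and 4266 and 1865 in that order of lines. Peaks in more libraries of the higher condition were found at 6212 and 3934, 10737 and 6471, and 6687 and 2935. Without a fold threshold there were 10932 decreased sites in SK-N-BE(2)C, and 18685 increased and 10096 decreased sites in SH-SY5Y.

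Reciprocal overlap of at least 50% gave 3511 regions increased and 1395 decreased in at least 2 lines and 1150 with opposite calls. An adjusted p under 0.01 with a log2 fold beyond 1 gave 986, 218 and 184. The lower promoter share of decreased sites in SK-N-BE(2)C shrank to −1.85 points with matched concentrations and grew to −15.8 points with matched GC content.

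Among stitched clusters, a log2 ratio of 0.3 left 181 increased and 359 decreased in SK-N-BE(2)C, and 306 and 82 in SH-SY5Y. Leaving out sites near a TSS gave 247 decreased clusters in SK-N-BE(2)C. A stitching distance of 5 kb gave 614 increased clusters in IMR-32. Centring gave 264 increased clusters in IMR-32 and 316 decreased in SH-SY5Y.

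For gene lists, the excess of the synapse and axon median over random lists no longer passed in SK-N-BE(2)C with GC-bin medians subtracted (0.0813, adjusted permutation p = 0.238, range over alternatives 0.001 to 0.238), or in SH-SY5Y with the site of highest concentration (0.0837). The other-lineage excess no longer passed with the site of highest concentration in SK-N-BE(2)C (−0.106) and SH-SY5Y (−0.0718), or with all annotated genes in IMR-32 (−0.268). Among lists that passed in no setting, the excess changed sign in 7 cases. With the site of highest concentration it became 0.0740 for the adrenergic list and 0.0842 for the retino-sympathetic list in IMR-32 and 0.0990 for the adrenergic list in SH-SY5Y. With TSSs within 10 kb it became −0.0267 for the synapse and axon list in IMR-32 and 0.0193 for the adrenergic list in SH-SY5Y. With all annotated genes it became 0.0336 for the adrenergic list in IMR-32, and with lists matched on sites and concentration 0.00901 for the retino-sympathetic list in SK-N-BE(2)C.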

Other observations

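The tests of promoters and of PB replicate 1 as sources of the GC trend, and of a common list of excluded regions at MYCN, were chosen only after the results were seen.

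In SK-N-BE(2)C the log2 fold of the authors' deposited table fell with the GC content of the site, with a rank correlation of −0.427. The mean GC content of called peaks was also lower in PB than in control libraries, by −1.49 points in SK-N-BE(2)C and −0.959 points in SH-SY5Y (exact two-sided permutation p = 0.00794 each, adjusted 0.0179 over 9 tests). In IMR-32 the difference of −0.168 points was within the spread between replicates (exact permutation p = 0.214). With peaks of −log10 q of 3 or more the differences were −0.650 points in IMR-32 and −1.11 in SH-SY5Y (exact permutation p = 0.00794, adjusted 0.0179 each). The same peaks gave −1.11 points in SK-N-BE(2)C, which did not pass after adjustment (exact permutation p = 0.0476, adjusted 0.0857), and −1.48 without PB replicate 1 (exact permutation p = 0.00794). Loss at promoters alone is argued against, since the rank correlation was −0.40 at sites over 3 kb from a TSS. PB replicate 1 is argued against as the source, since the peak difference without it was −1.73 points. GC content of the wider region alone, which a difference in copy number by replication timing would follow, is argued against by a partial rank correlation of −0.278 with site GC when regional GC was held constant. The partial correlation with regional GC, site GC held constant, was −0.0612. Bias by the GC content of the sequenced fragments may therefore contribute, and a change of acetylation at GC-poor enhancers after PB stays open as well and was not tested.

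The GC trend could not be the whole source of the calls in SK-N-BE(2)C, because 68.5% of the called sites stayed past a log2 fold of 0.5 in the same direction after the GC-bin medians were subtracted. The shared folds between SK-N-BE(2)C and the other lines remained at an r of 0.226 with IMR-32 and 0.444 with SH-SY5Y. The lower promoter share of increased than unchanged sites also remained in all 3 lines, with the difference nearest to 0 at −7.73 points after matching on concentration and −7.68 points after matching on GC content. For decreased sites this did not hold in each line. In SK-N-BE(2)C 46.8% lay at promoters, and the difference was −1.85 points after matching on concentration (permutation p = 0.149). After matching on GC content it was −15.8 points (permutation p = 0.001). Decreased sites of IMR-32 were less often at promoters (28.8%) than its increased sites (34.0%), unlike in the other lines. A hypothesis is that PB raises acetylation mainly away from promoters, which was found and tested on the same data, and the fragment GC bias above stays open beside it.

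All 30 libraries had peaks over MYCN, which is amplified in SK-N-BE(2)C and IMR-32, but the authors' deposited tables of these lines hold no site over the gene. A list of excluded regions common to all tables is argued against, because the SH-SY5Y table has 1 site there. Of the peak regions within 500 kb of MYCN that were found in at least 3 of 5 libraries of a condition, 63.6% in SK-N-BE(2)C, 88.5% in IMR-32 and 10.8% in SH-SY5Y had no site, against 16.5%, 14.4% and 12.9% over the genome. Exclusion per line where the input signal was high, as over amplified DNA, may account for this. It cannot be told apart from other causes, since the ratio to the genome-wide share was 3.86 in SK-N-BE(2)C and 6.15 in IMR-32, and a ratio above 5 in both was asked for in advance. The input libraries that bear on it were not used here.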
